# Loss of SRSF2 triggers hepatic progenitor cell activation and tumor development in mice

**DOI:** 10.1038/s42003-020-0893-5

**Published:** 2020-05-05

**Authors:** Chang Zhang, Lei Shen, Wei Yuan, Yuguo Liu, Ruochen Guo, Yangjun Luo, Zheng Zhan, Zhiqin Xie, Guohao Wu, Wenwu Wu, Ying Feng

**Keywords:** Cancer models, Regeneration, Cell growth

## Abstract

Splicing factor SRSF2 is frequently mutated or up-regulated in human cancers. Here, we observe that hepatocyte-specific deletion of *Srsf2* trigger development of hepatocellular carcinoma (HCC) in mice, which also involves inflammation and fibrosis. Importantly, we find that, when compensatory hepatocyte proliferation is impaired, activation of hepatic progenitor cells (HPCs) play an important role in liver regeneration and tumor formation. Moreover, the cells of HCC- bearing livers display both HPC and hepatocyte markers, with gene expression profiling suggesting HPC origin and embryonic origin. Mechanically, we demonstrate that levels of oncofetal genes insulin-like growth factor 2 (Igf2) and H19 are significantly increased in the tumors, likely due to decreased DNA methylation of the *Igf2/H19* locus. Consequently, signaling via the Igf2 pathway is highly activated in the tumors. Thus, our data demonstrate that loss of Srsf2 triggers HPC-mediated regeneration and activation of oncofetal genes, which altogether promote HCC development and progression in mice.

## Abstract (web summary)

Chang Zhang, Lei Shen et al show that conditional deletion of the splicing factor Srsf2 in hepatocytes leads to activation and expansion of hepatic progenitor cells and eventually to hepatocellular carcinoma (HCC) in aged mice. These findings may be relevant to HCC development in humans.

## Introduction

The liver is a central organ for homeostasis and performs a variety of functions. Most of the functions are carried out by the liver parenchymal cells (hepatocytes), which account for approximately 80% of the total liver volume. Moreover, quiescent hepatocytes can re-enter cell cycle and proliferate to maintain the organ’s functional integrity when the liver suffers from acute injuries, a process referred to as compensatory proliferation^1^. The main non-parenchymal cells of the liver include oval cells, biliary epithelial cells (BECs), hepatic stellate cells and kupffer cells^2,3^. Oval cells are commonly referred to as HPCs in rodents, as they possess bipotential differentiation capacity toward both hepatocytes and BECs. They normally reside in biliary ducts and can be activated by impairment of hepatocyte replicative potential during chronic liver damage, which is the so-called oval response^1,2^. However, recent studies demonstrate that the resident BECs can also be activated and differentiate to hepatocytes under injury conditions that closely mimic human chronic liver diseases^4–6^. Thus from a broad perspective, both oval cells and BECs are considered to be HPCs, based on their histological characteristics of BEC marker positivity and ectopic emergence in the parenchymal region^1^.

A broad range of hepatic insults such as hepatitis virus, alcohol, fat accumulation, and drug toxicity can damage the liver to trigger steatohepatitis, fibrosis, cirrhosis, and even development of liver tumors. Primary malignant liver tumors include HCC and cholangiocarcinoma, which accounts for approximately 90% or 10–15%, respectively^7^. HCC is an aggressive primary liver cancer that has been recognized as a leading cause of death among patients with cirrhosis^8^. Thorgeirsson and colleagues found that a distinct subtype of aggressive HCC could express markers of HPCs, suggesting that HCC of this subtype might arise from HPCs^9^. Consistent with this, hepatic deletion of *PR-SET7* caused HPC-mediated regeneration, which could contribute to spontaneous HCC on the mice^10^. However, lineage tracing experiments suggested that HCC originated from hepatocytes but not the biliary compartment^11^. On the other hand, using human data and various hepatocarcinogenesis mouse models, Tummala and his colleges have showed that HCC progression was often accompanied by HPC activation^12^. Thus, different cell of origin might reflect various carcinogenesis during HCC development.

SRSF2 has been reported to be involved in a multiple biological processes and tumor progression. Inactivation of *Srsf2* could trigger defects in the development of thymus and heart^13,14^. Mutations at proline 95 substituted with histidine (Srsf2^P95H^) were sufficient to induce in myelodysplastic syndromes (MDS) in inducible Mx1-Cre Srsf2^P95H/WT^ knock-in mice^15,16^. This was consistent with the fact that SRSF2 mutations played a major role in the pathogenesis of MDS^17^. Moreover, high levels of SRSF2 contributed to HCC progression and were associated with poor prognosis in patients^18^.

We previously described the generation of conditional Srsf2 knockout mice (HKO)^19^ by crossing mice carrying loxP-flanked Srsf2 alleles (Srsf2^f/f^) with Alb-cre trans-genetic mice, which mediate efficient Cre recombination in hepatocytes. In this study, we focused on more in-depth analysis of the function of Srsf2 in adult livers. Here we observed that, when the compensatory proliferation of hepatocytes was impaired during chronic liver injury, HPCs were activated and expanded. HKO mice at 12 months of age and over developed HCC, which displayed characteristics of both HPC and hepatocyte markers. RNA-seq analysis further revealed that tumors from Srsf2 HKO mice expressed both HPC markers and oncofetal markers, which was similar to what observed in human aggressive HCC. Significantly, Igf2 and H19, two oncofetal and imprinting genes, were highly expressed in the tumors, accompanied by activation of PI3K/Akt and MAPK/Erk signaling pathways. Accordingly, methylation at the fetal promoter of *Igf2* and imprinting control region (ICR) of *H19* was reduced, which accounts for the high levels of Igf2 or H19, respectively. Taken together, we have concluded that deletion of Srsf2 triggers HPC proliferation, activation of oncofetal genes and multiple signaling pathways, finally leading to HCC development in mice.

## Results

### Srsf2 deletion resulted in HCC development in aged mice

Ablation of *Srsf2* led to severe liver injury so that the majority of HKO mice died 3 weeks after birth^19^. In order to rule out the possibility that mutant offspring died from insufficient competition for milk, we decided to take most of control littermates out to other cages shortly after birth, which would allow the mutant offspring well taken care of. Under the meticulous care, among a total of 136 HKO mice, 40 mice survived to adulthood (Supplementary Data 1, Fig. 1a). The surviving mice gained weight in a delayed manner until 3 months of age when compared with controls (Supplementary Data 1, Fig. 1b). The liver weight/body weight ratio and spleen mass/body mass ratio were significantly higher in the HKO mice than age-matched controls (Supplementary Data 1, Fig. 1c, d). High concentration of ALT and AST were also observed in HKO mice compared with control animals (Supplementary Fig. 1), indicating that chronic liver injury persists in HKO mice.

**Fig. 1:**
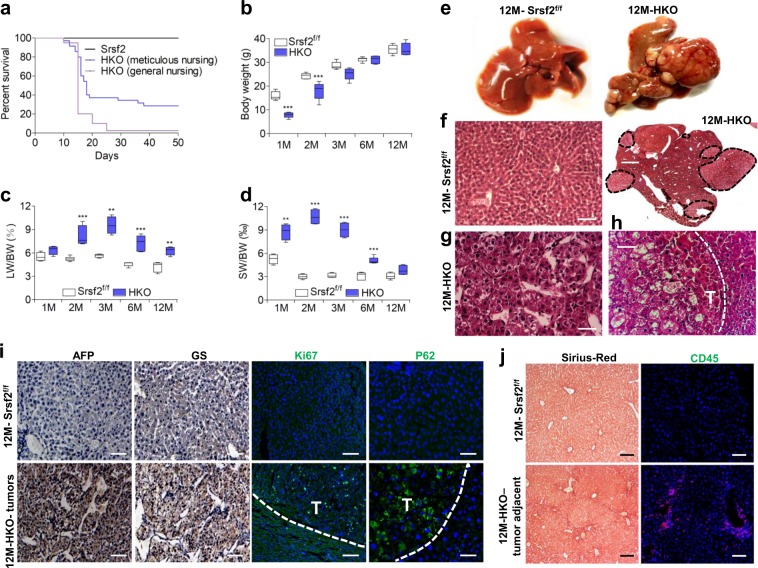
Srsf2 deletion resulted in HCC development in the aged HKO mice. **a** Survival curve analysis of Srsf2^f/f^ and HKO mice under the general nursing or meticulous nursing. **b** Comparison of body weight between Srsf2^f/f^ and HKO mice at indicated months (M) of age (*n* = 5). **c**, **d** Comparison of ratios of liver weight (LW) or spleen weight (SW) to body weight (BW) between Srsf2^f/f^ and HKO mice at indicated ages (*n* = 4). **e** Representative livers of Srsf2^f/f^ and HKO mice at 12M of age. **f** Representative hematoxylin/eosin (HE)-stained liver sections from Srsf2^f/f^ (scale bars, 50 μm) and HKO mice with tumors (scale bars, 500 μm) at 12M (*n* = 3). **g**, **h** Enlarged HE staining of HKO mice with tumors shown in (**f**) (scale bars, 50 μm). **i** Representative immunostaining of Afp, Gs, Ki67, or P62 of liver sections (scale bars, 50 μm) from 12M Srsf2^f/f^ and tumors of 12M mutant mice (*n* = 3). **j** Sirius-Red staining (scale bars, 100 μm) and CD45 staining (scale bars, 50 μm) of Srsf2^f/f^ livers and non-tumorous areas of 12M mutant mice (*n* = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. matched control by Student’s *t* test (**b**, **c**, **d**).

Dissection of livers from 12-month-old HKO mice surprisingly revealed the presence of numerous visible cancerous nodules of different sizes (Fig. 1e). No tumors were observed in the liver of Srsf2^f/f^ mice, which were used as wild-type controls. The penetrance of liver tumors was observed in 18 from a total of 25 mice at ages 12M and over. And smaller hyperplastic nodules were even observed in 6M HKO mice. HE staining revealed that normal hepatic cell structure disappeared in the tumor section of 12M HKO mice, instead multiple nodular lesions with unregular structures appeared (black dotted circles) (Fig. 1f). Cells within the lesion were arranged in beams and cords (Fig. 1g), and they demonstrated increased cellularity with marked hyperchromatism when compared with cells in the non-lesioned tissue (Fig. 1h). All these indicated that lesions in the HKO livers were morphologically HCC.

Consistent with the HE staining, immunostaining further showed that Ki67-postive cells were observed within the tumor, much less observed in the tissue adjacent to the tumor, but not observed in the control liver sections (Supplementary Data 2, Fig. 1i). Alpha fetal protein (Afp) and glutamine synthetase (Gs), two molecular markers of HCC, were observed in the tumor sections (Fig. 1i). P62, a ubiquitin-binding autophagy receptor, which was required for HCC induction in mice^12^, was highly expressed in the tumor (Fig. 1i). In addition, Sirius-Red staining and CD45 staining revealed that fibrosis and inflammation occurred in non-tumorous sections but not in tumorous sections (Fig. 1j). Taken together, loss of Srsf2 resulted in chronic liver injury, fibrosis and HCC development in mice.

### Impaired hepatocyte proliferation occurred in HKO mice

Human HCC often arises from chronic inflammation^20^. To explore the underlining mechanisms for Srsf2 deficiency-induced HCC, we examined livers from mutant mice between 1 and 3 months of age. As shown in Fig. 2a, altered architectures, fibrosis and inflammation were all observed in the mutant mice, compared with control animals. Because of the essential role for Srsf2 in maintaining genomic stability during mammalian organogenesis^21^, we next wanted to examine whether double-stranded DNA breaks (DSBs) occur in Srsf2 HKO livers. Indeed, phosphorylated γH2AX, an indicator usually used in monitoring DSBs, was obviously observed in livers from HKO mice at 1 month of age. Consistent with the presence of DSBs, increased apoptosis, cell cycle arrest and autophagy were all evident in the mutant livers compared with control animals, as addressed by TUNEL assay, P21 and P62 staining, respectively (Supplementary Data 2, Fig. 2b). Interestingly, positive signals for these markers gradually declined in livers from 2M HKO mice until totally diminished in livers from mice at 3 months of age (Fig. 2b).

**Fig. 2:**
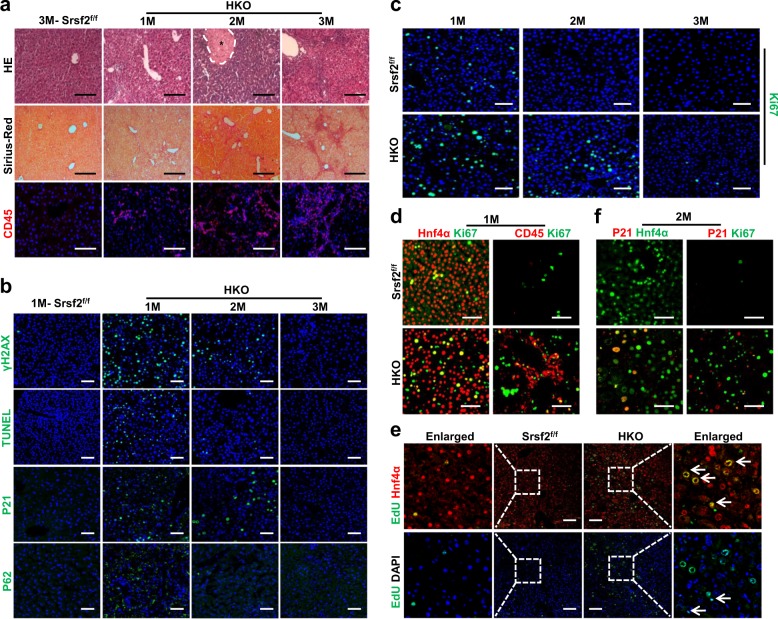
Impaired hepatic proliferation was observed in the mutant livers. **a** Representative HE (scale bars, 100 μm), Sirius-Red (scale bars, 200 μm) or CD45 (scale bars, 100 μm) staining of livers from 1-3M mutant mice and 3M Srsf2^f/f^ mice (*n* = 3). Asterisk indicated necrotic area in the 2M HKO liver. **b** Representative staining of γH2AX, TUNEL, P21 or P62 of livers from 1M-3M mutant mice or 1M Srsf2^f/f^ mice (scale bars, 50 μm) (*n* = 3). **c** Representative Ki67 immunostaining of livers from 1-3M Srsf2^f/f^ mice or mutant mice (scale bars, 50 μm) (*n* = 3). **d** Representative double-immunostaining with Hnf4α/Ki67 or CD45/Ki67 for 1M mutant and control livers (scale bars, 50 μm) (*n* = 3). **e** EdU assay. EdU in the liver sections were detected by labeling with Alexa-488 (Green) and nuclei were stained with Hnf4a (red) or DAPI (blue). Representative merged images were shown with Edu/Hnf4a or Edu/DAPI (scale bars, 100 μm) (*n* = 3). **f** Representative double-immunostaining with P21/Hnf4α or P21/Ki67 for 2M mutant and control livers (scale bars, 50 μm) (*n* = 3).

Next we wanted to ask whether mutant hepatocytes would enter the cell cycle to facilitate liver repair. To this end, we examined expression of the proliferation marker Ki67 in livers from mice between 1 and 3 months of age. As shown in Fig. 2c, weak proliferation signals were still detected in 1M livers from control mice, but no signals were present in 2M or 3M livers. In contrast, mutant livers underwent remarkable proliferation at 1 month old, which gradually declined at 2 months and almost diminished at 3 months of age. These findings indicated that severe injury triggered hepatic compensatory proliferation in the mutant livers.

Next we carried out double-immunostaining with Ki67 and the hepatic marker Hnf4α or Ki67 and CD45, using 1M liver sections. Although majority of proliferative cells belonged to hepatocytes, CD45^+^ inflammatory cells were also observed to proliferate in the mutant livers (Fig. 2d). In order to provide more evidence that there was an increased proliferation of hepatocytes in the HKO mice, we injected HKO mice at 1 month of age with EdU, and analyzed liver sections using EdU assay after 5 days of injection. Fully in line with the above results, more Edu^+^/Hnf4a^+^ cells were observed in the liver section of HKO mice than in controls (Fig. 2e, top arrows), and Edu^+^/DAPI^+^ cells lacing Hnf4a signals also exist in the HKO livers (Fig. 2e, bottom arrows). Meanwhile, double-immunostaining with P21 and Hnf4α manifested that hepatocytes in the HKO livers also suffered from cell cycle arrest, as P21 signals are observed in hepatocytes, but not colocalized with Ki67 signals (Fig. 2f). These findings indicated that the proliferative capacity of hepatocytes in the mutant livers was compromised.

### Adult HPCs were activated and expanded in the mutant livers

As inflammation and fibrosis persisted, and hepatocyte-mediated regeneration process was compromised, next we wanted to examine whether the HPCs could be activated in the mutant livers. To this end, we performed immunostaining with antibodies against HPC maker A6. This revealed massive expansion and migration of adult HPCs in the 2M mutant livers, which looked like a fan infiltrating into the parenchymal tissue, while only a few signals were present around the portal vein in the control livers (Fig. 3a). The activation and migration of HPCs were further confirmed by staining with other HPC markers CK19 or Sox9. Double staining with A6 and CK19, A6 and Sox9, or CK19 and Sox9 antibodies revealed that vast majority of cells stained positively with either A6 or Sox9 or CK19 or combinations of them (Fig. 3a). Fully in line with these results, qPCR analysis demonstrated a dramatic increase in mRNA levels of genes that were highly expressed in HPCs, such as Sox9, CK19, CD44, Proml, CK7, or Spp1 in 2M and 3M HKO livers compared with controls (Supplementary Data 2, 3, Fig. 3b).

**Fig. 3:**
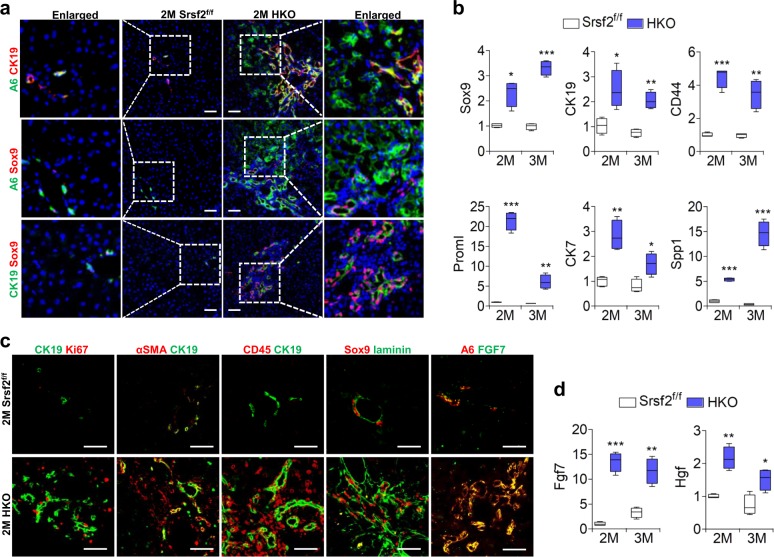
Chronic liver injury resulted in HPC activation and proliferation. **a** Representative double-immunostaining with A6/CK19, A6/sox9 or CK19/sox9 for mutant and control livers from mice at 2M (scale bars, 50 μm) (*n* = 3). **b** Comparison of mRNA levels of HPC marker genes between mutant and control livers of 2M or 3M (*n* = 4). **c** Representative double-immunostaining with CK19/Ki67, αSMA/CK19, CD45/CK19, sox9/laminin or A6/FGF7 for mutant and control livers of 2M (scale bars, 50 μm) (*n* = 3). **d** mRNA levels of Fgf7 and Hgf measured by qPCR at 2M or 3M (*n* = 4). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. matched control by Student’s *t* test (**b**, **d**).

Staining of Ki67 and CK19 showed that adult HPCs have strong proliferative capacity in the 2M mutant livers compared with control livers (Fig. 3c). It was known that activation of mesenchymal or inflammatory cells surround HPCs, or proteins of the extracellular matrix are important for HPC expansion^22^. Indeed, we found that stellate cells, which can secret αSMA, and CD45^+^ inflammatory cells were tightly associated with CK19^+^ cells, as well as excessive amounts of laminin proteins in the vicinity of the A6^+^ cells (Fig. 3c). In addition, the growth factor Fgf7 has been observed to be required for stimulation of HPCs^23^ and a large quantity of Fgf7 protein was also observed in the vicinity of the A6^+^ cells (Fig. 3c). Accordingly, mRNA levels of Fgf7 and Hgf, another factor implicated in the regulation of HPC proliferation^24^, were elevated in 2M and 3M HKO livers compared with controls (Supplementary Data 2, 3, Fig. 3d). Taken together, these data strongly indicated that adult HPCs were activated and expanded in the mutant livers compared with controls.

### Srsf2 deletion in the adult liver resulted in HPC activation

Next we wanted to ask whether inactivation of Srsf2 in adult livers directly triggers HPC activation and proliferation. To this end, we crossed Srsf2^f/f^ mice with Mx1-cre mice to obtain Mx1cre-Srsf2^f/f^ mice, which could be induced by intraperitoneal injection with polyI:C to produce Srsf2^−/−^ mice with conditional deletion of *Srsf2* (Fig. 4a). As DDC treatment could lead to HPC proliferation, we also fed Srsf2^f/f^ mice with DDC diet for 6 weeks as positive controls (Fig. 4a). At 8 weeks after polyI:C injection, all the mice were sacrificed for analysis. Western blotting analysis demonstrated that Srsf2 protein was efficiently deleted from the livers from Srsf2^−/−^ mice at 4 weeks or 8 weeks after poly I:C injection (Fig. 4b, Supplementary Fig. 2). Significantly, altered liver architectures and fibrosis were evident in both Srsf2^−/−^ and DDC-treated mice compared with controls (Fig. 4c). Increased levels of DSB, apoptosis, autophagy and cell cycle arrest were observed in Srsf2^−/−^ mice when compared with DDC-treated mice (Fig. 4d, e). Moreover, significantly elevated amounts of A6^+^/CK19^+^ cells or increased Ki67 signals in both HPCs and hepatocytes were also detected in these mice compared with controls and DDC-treated mice (Supplementary Data 2, 3, Fig. 4d, e). Taken together, these findings have provided strong evidence that impaired Srsf2 expression in adult livers could directly result in HPC activation and proliferation, the effects apparently stronger than DDC treatment.

**Fig. 4:**
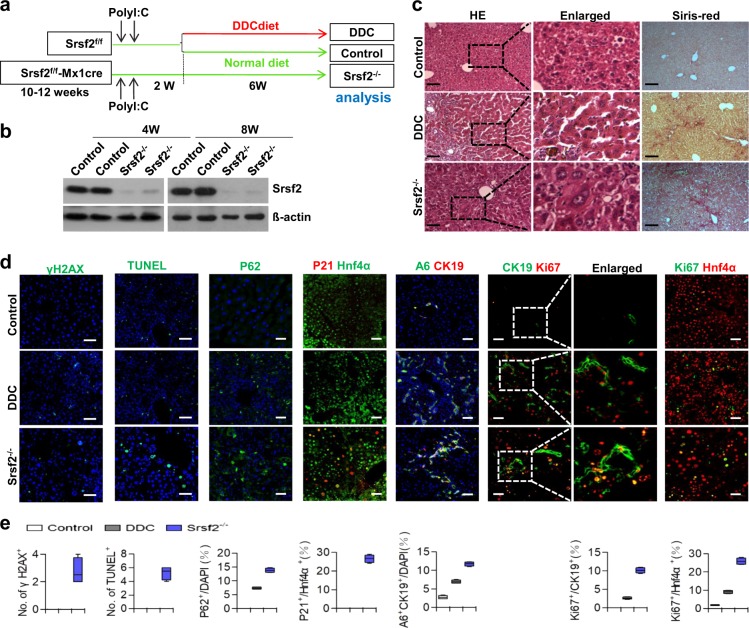
Inactivation of Srsf2 in the adult liver activated HPC proliferation. **a** Schematic design for production of Srsf2^−/−^ mice, DDC-treated mice or control mice after injection of polyI:C and fed with DDC diet or chow diet. **b** Detection of Srsf2 protein levels at 4- and 8-week (W) after polyI:C injection by western blotting analysis. The original gel image was shown in Supplementary Fig. 2. **c** Representative HE (scale bars, 50 μm) and Sirius-Red (scale bars, 100 μm) staining of livers from control, DDC-treated or Srsf2^−/−^ mice after injection with polyI:C for 8 weeks. **d** Representative staining of γH2AX, TUNEL or P62 and double-immunostaining with P21/Hnf4α, A6/CK19, CK19/Ki67 or Ki67/Hnf4α of livers at 8 weeks after polyI:C injection (scale bars, 50 μm) (*n* = 3). **e** Images shown in (**d**) were qualified at the bottom.

### A6^+^/Hnf4α^+^ bi-phenotypic cells were observed in the mutant

As long-term DDC treatment has been observed to promote differentiation of BECs into hepatocytes^4,5^, we wondered whether HPCs could be induced to express markers of hepatocytes in the HKO mice. To this end, we first exposed the Srsf2^f/f^ mice to DDC-containing diet for 4.5 months. We found that A6^+^ cells could express the hepatic marker Hnf4α, and notably some of double-positive cells were binucleated (yellow arrow), a hallmark of mature hepatocytes (Fig. 5a). Next, we immunostained liver sections from 1M, 2M or 3M mutant mice with antibodies against A6 and Hnf4α. While there were no A6 positive signals in 1M livers, cells around the portal vein (PV) were stained positive for A6, but negative for Hnf4α in the 2M mutant livers (white arrowheads). And cells in the parenchymal section adjacent to PV were stained double positive for A6^+^ and Hnf4α^+^ in 2M or 3M mutant livers (white arrows). Of even greater significance, A6^+^/Hnf4α^+^ binuclear cells were observed in the 3M mutant livers (yellow arrow) (Fig. 5a). In addition, the periodic acid–Schiff (PAS) staining showed that the area stretched from PV was glycogen-staining positive in the 2M HKO livers compared with controls (Fig. 5b). This likely reflected that those cells had features of metabolically functional hepatocytes. As macrophages play a critical role in HPC specification^25^, co-staining with macrophage marker F4/80 and HPC marker Sox9 or CK19 revealed that macrophages were substantially existed closely to HPCs in the HKO livers (Fig. 5c). These results strongly indicated that A6^+^/Hnf4α^+^ bi-phenotypic cells were present beyond periportal regions in the mutant livers.

**Fig. 5:**
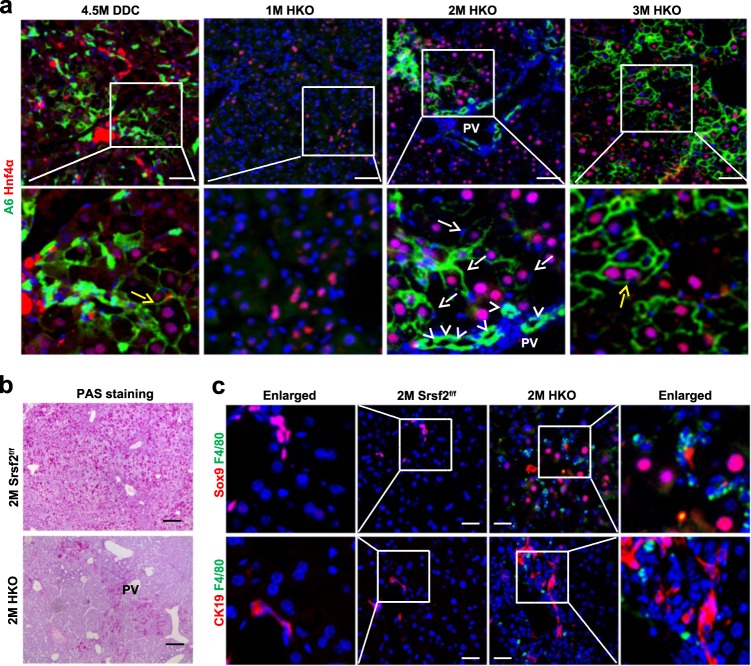
A6+/Hnf4α^+^ bi-phenotypic cells were observed in the mutant livers. **a** Representative double-immunostaining with A6/Hnf4α of livers from Srsf2^f/f^ mice treated with DDC for 4.5M or from HKO mice at 1M-3M (scale bars, 50 μm) (*n* = 3). **b** Representative PAS staining of 2M control and mutant livers (scale bars, 200 μm) (*n* = 3). **c** Representative double-immunostaining with Sox9 or CK19 and F4/80 of 2M mutant and control livers (scale bars, 50 μm) (*n* = 3).

### Tumor cells displayed both HPC and hepatocyte markers

Next we wanted to examine levels of both HPC markers and hepatocyte markers expressed in tumors developed in 6M or 12M mutant mice. Double immunostaining revealed that A6^+^/Hnf4α^+^ cells were present within the tumor section, but not observed either in tissues adjacent to tumors or in control livers (Supplementary Data 2, Fig. 6a). Moreover, co-staining with another HPC marker Sox9 showed that those Hnf4α^+^ cells or A6^+^ cells in the tumors all expressed Sox9 proteins (Fig. 6a). However, co-staining with CK19 and Hnf4α showed that CK19 proteins were not expressed in Hnf4α^+^ cells within the tumors (Fig. 6a). Taken together, these findings have provided strong evidence that tumors developed in the mutant mice had characteristics of both HPCs and hepatocytes. Importantly, although *Srsf2* gene was also deleted in the adult livers as well as in the livers of HKO mice at 2 weeks of age (Supplementary Fig. 3), recurrence of Srsf2 proteins were detected in the livers at 2 months of age and over, compared to complete lack of Srsf2 proteins in 2W and 1M livers, as addressed by western blotting analysis (Fig. 6b, Supplementary Fig. 4). Consistent with re-expression of Srsf2 proteins, altered alternative splicing events, which were detected in the 2 W HKO livers^19^, were recovered to their wild-type patterns in livers of HKO mice at 2M, 6M or 12M (Supplementary Fig. 5). In addition, no compensatory changes were observed for other members of SR family (Supplementary Fig. 6).

**Fig. 6:**
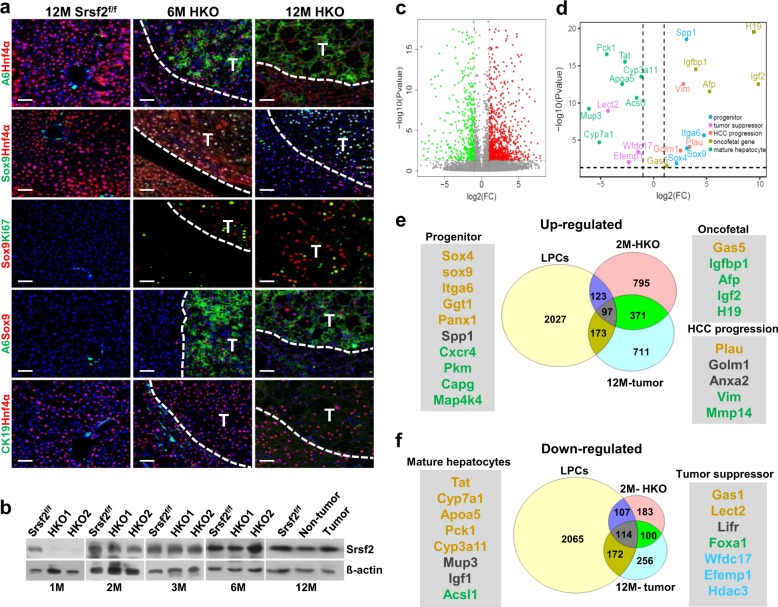
Malignant tumors displayed both HPC and hepatocyte markers. **a** Representative double-immunostaining with A6/Hnf4α, Sox9/Hnf4α, A6/Sox9, CK19/Hnf4α or Sox9/Ki67 in 6M, 12M HKO livers with tumors or 12M control livers (scale bars, 50 μm) (*n* = 3). **b** Srsf2 protein levels were detected by western blotting analysis at indicated ages of control and mutant livers. **c** Volcano plot showed up-regulated (red) and down-regulated (green) genes of tumors versus non-tumors of 12M mutant mice. Significance cutoff value was set at *P* = 0.05 in −log10 scale (horizontal dashed line) and fold change cutoffs at −1 and 1 in log2 scale (vertical dashed lines). **d** Volcano plot showed dots corresponding to up-regulated genes including progenitor markers (light-blue), oncofetal gene markers (brown) and HCC progression markers (pink), and down-regulated genes containing mature hepatocyte markers (green) and HCC suppressor markers (purple). **e**, **f** Comparison of differentially expressed genes among 12M tumors, 2M HKO livers and adult liver progenitor cells (LPCs).

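RNA from the livers of a 2M Srsf2f/f mouse, a 2M HKO mouse and a 12M Srsf2f/f mouse, and from the non-tumor and tumor sections of a 12M mutant liver, was sequenced as 1 library each, 5 libraries in all. Srsf2, the splicing factor gene that was deleted in hepatocytes, lies on chromosome 11 of GRCm38 from 116849897 to 116853114. Its level was 14.6 FPKM in the 2M Srsf2f/f liver, 22.7 in the 2M HKO liver, 15.7 in the 12M Srsf2f/f liver, 17.6 in the non-tumor section and 15.6 in the tumor. Reads from the other cell types of the liver, and from whatever the deleted allele transcribes, are included in these values. The paper also reports that Srsf2 protein reappeared in HKO livers by 2M. The authors deposited FPKM for 46095 gene records. Multiplied by the gene length, 98.7% to 98.8% of values above 0 are whole multiples of 1 step per library, within 0.01. From this step, 34969834 to 36104176 fragments per library were worked back. Ratios were taken on FPKM with a pseudocount of 0.1. A gene was called higher or lower past a log2 ratio of 1 in size, where it had over 5 FPKM in at least 1 of the libraries compared. Members of gene lists were counted as higher or lower past the same log2 ratio from over 1 FPKM. There were no replicates, so no p-values are given, and intervals cover counting error only.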

As the gene expression profiling could provide insight into the mechanism underlining the tumors, next we decided to take advantage of RNA-seq platform to determine differentially expressed genes in tumors from 12M mutant mice, compared with non- tumor liver tissues or control liver tissues at the same age (Supplementary Data 4). 

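In the 12M tumor, 1352 genes were higher and 642 were lower than in the non-tumor section, among 7618 genes with over 5 FPKM in either library. Rescaling by the median ratio of expressed genes gave 1023 higher and 798 lower. Besides Igf2 and H19, the 10 highest log2 ratios included Naaladl1, which encodes a peptidase, at 8.91, Erich4 at 8.59, and Muc13, a membrane mucin of epithelia, at 7.18. The 10 lowest included Clec4f and Marco, receptors of Kupffer cells, at -8.19 and -7.82, the fatty acid hydroxylase gene Cyp4a14 at -8.01, and Fitm1 at -7.68. They also included the urinary protein genes Mup17, Mup15, Mup11, Mup3, Mup7 and Mup21. Some genes of this family are near-identical paralogs, between which fragments cannot be assigned with certainty. Against the 12M Srsf2f/f liver, 2067 genes were higher and 717 lower in the tumor, or 1371 and 1136 after rescaling. The non-tumor section differed from that control by 398 higher and 112 lower genes, or 304 and 175. Between the control livers of both ages, 146 genes were higher and 128 lower at 12M. A scaling shift was taken over 9099 genes with more than 1 FPKM in every library. Their median log2 ratio to the geometric mean of all libraries lay 0.16 higher in the tumor than in non-tumor tissue.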

A large scale of genes was observed to be up-regulated and down-regulated in the tumors compared with non-tumor tissues (Fig. 6c). 

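All 10 progenitor markers named in Fig. 6 were higher in the tumor than in non-tumor tissue. The integrin gene Itga6 had a log2 ratio of 4.69, the osteopontin gene Spp1 3.04, and the transcription factor genes Sox9 and Sox4 3.02 and 2.05. Ggt1 and Panx1, at 5.44 and 5.25 FPKM in the tumor, fell under the minimum of 5 FPKM after rescaling by the median ratio. The 5 oncofetal markers were higher as well, with Igfbp1, which encodes a binding protein of insulin-like growth factors, at 3.91 and the noncoding RNA Gas5 at 1.17. Of the HCC progression markers, 5 of 5 were higher, among them the urokinase gene Plau at 3.26, Vim at 2.72 and Golm1 at 2.44. The paper names these markers among the up-regulated genes of the same libraries, so their direction is not independent evidence.

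**Figure D1:**
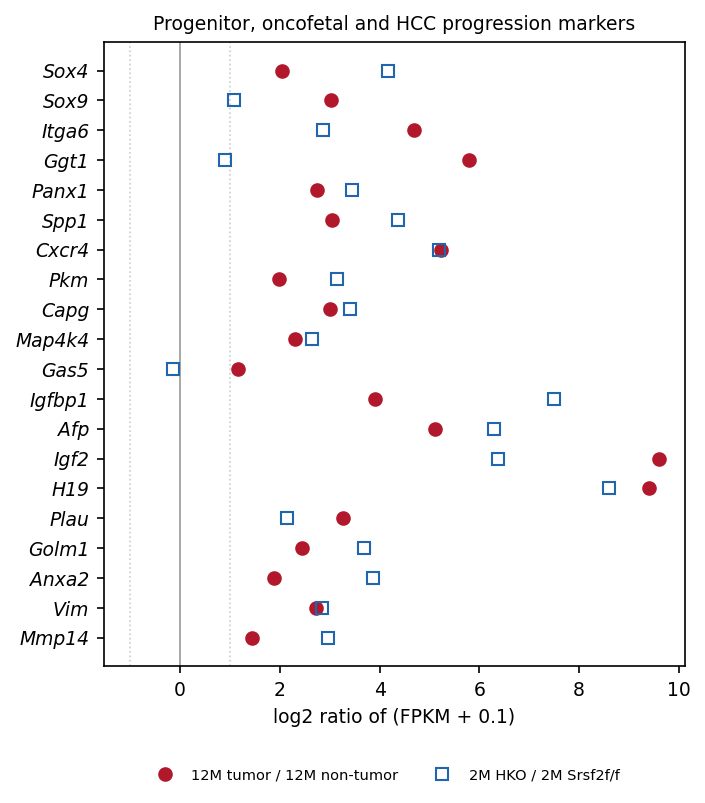
Log2 ratios of (FPKM + 0.1) for the progenitor, oncofetal and HCC progression markers of Fig. 6, 1 library per condition. Filled circles stand for tumor over non-tumor tissue at 12M and open squares for HKO over Srsf2f/f at 2M, with dotted lines at a log2 ratio of 1 in either direction. All 20 circles lie to the right of the line at 1.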

Up-regulated genes include progenitor markers (*Sox4*, *Sox9*, *Itga6* or *Spp1*); oncofetal markers (*Gas5*, *Igfbp1*, *Afp*, *Igf2* or *H19*), and HCC progression markers (*Plau*, *Golm1* or *Vim*). 

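The 8 markers of mature hepatocytes named in Fig. 6 were lower in the tumor. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 ratio of -4.91, and Pck1, a gluconeogenic enzyme, -4.48. Apoa5, which encodes an apolipoprotein, stood at -3.02, the tyrosine aminotransferase gene Tat at -2.76, Acsl1 at -1.66 and Cyp3a11 at -1.23. Of the 7 tumor suppressor genes, 6 were lower, including Lect2 at -4.29, Efemp1 at -2.35 and Wfdc17 at -1.44. The histone deacetylase gene Hdac3 was not called and had a log2 ratio of 0.72. As with the markers that were higher, the paper names these genes from its results on the same libraries.

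**Figure D2:**
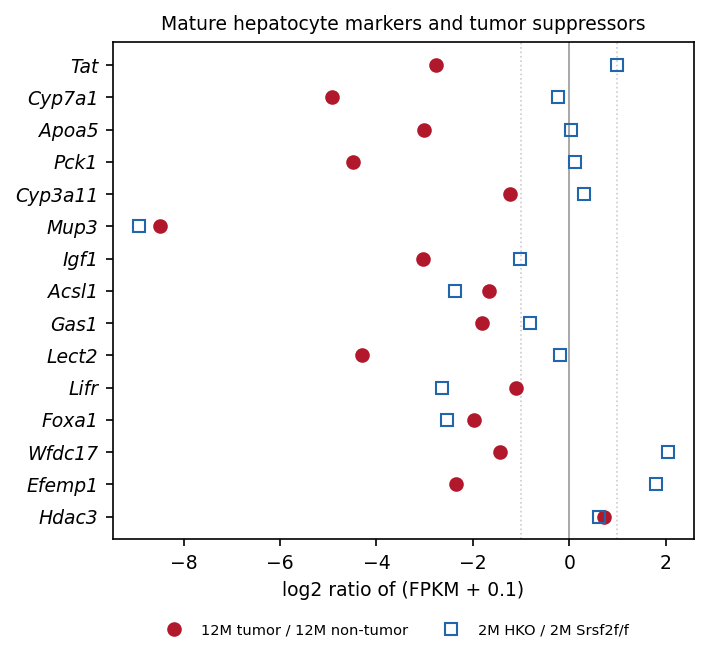
Log2 ratios of (FPKM + 0.1) for the mature hepatocyte markers and tumor suppressors of Fig. 6, 1 library per condition. Filled circles stand for tumor over non-tumor tissue at 12M and open squares for HKO over Srsf2f/f at 2M. The circles of all genes but Hdac3 lie to the left of the dotted line at -1.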

Down-regulated genes contain markers enriched in mature hepatocytes (*Tat*, *Cyp7a1*, *Apoa5*, *Pck1*, *Cyp3a11*, *Mup3* or *Acsl1*) and tumor suppressors (*Lect2*, *Wfdc17* or *Efemp1*) (Fig. 6d).

Next we obtained differentially expressed genes between 2M HKO livers and age-matched control livers by RNA-seq analysis (Supplementary Data 4). 

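In the 2M HKO liver, 1386 genes were higher and 504 lower than in the 2M Srsf2f/f liver, among 7220 genes with over 5 FPKM in either. After rescaling by the median ratio these counts were 1044 and 751. Genes of dividing cells were higher, with 28 of 28 measured cell cycle genes past a log2 ratio of 1 and a median log2 ratio of 3.78. The cyclin genes Ccnb2 and Ccna2 stood at 5.86 and 5.46. Of 29 measured genes of the extracellular matrix and stellate cells, 27 were higher, with a median of 2.70 and with Col1a1 at 4.74. Markers of macrophages and Kupffer cells were higher in 18 of 21 cases, with a median of 2.29 and with Trem2 at 5.83. All 11 measured neutrophil markers were higher, with S100a9 at 7.18. Among hepatocyte genes, the median of 30 plasma protein and coagulation genes was -0.28, while all 15 male-biased liver genes were lower, with a median of -4.64 and with Hsd3b5 at -9.85. The SR protein family, to which Srsf2 belongs, had a median of 0.64 over 11 measured genes, or 0.39 relative to the shift of 0.25 over all expressed genes, and 2 of them were higher, Srsf3 at 1.52 and Srsf5 at 1.41. The median of the cell cycle genes, the matrix genes and the macrophage and neutrophil markers lay above that of every one of 10000 random lists matched on expression, which describes these libraries and not other animals.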

We also analyzed public microarray data for differentially expressed genes between adult liver progenitor cells (LPCs) and control cells (Supplementary Data 4)^26^. After comparison of these three datasets, we found that 20% up-regulated genes in the 12M tumors was observed to be expressed in the LPCs, and 34.6% in the 2M HKO livers (Fig. 6e). 

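Of the 1352 genes that were higher in the 12M tumor, 468 were also higher in the 2M HKO liver, which is 34.6% of them and 33.8% of the genes higher at 2M. Of the 6698 genes with over 5 FPKM in at least 1 library of each comparison, 793 were higher in the tumor and 1105 at 2M, and unrelated lists of these sizes would share 131. The shared genes, all among the 6698, were 3.58 times as many. In the opposite direction, 17 genes higher in the tumor were lower at 2M. H19 had a log2 ratio of 8.60 at 2M, and Ly6d 7.58. The comparisons have no library in common. The microarray data of the LPCs were not used here.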

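The marker genes were also higher at 2M in several cases. The progenitor markers Spp1, Cxcr4, Pkm, Capg and Map4k4 were called higher in both the 12M tumor and the 2M HKO liver, with Cxcr4, a chemokine receptor gene, at log2 ratios of 5.24 and 5.20. Sox4, Sox9, Itga6, Ggt1 and Panx1 were called in the tumor alone. Of these, Sox4, Panx1, Itga6 and Sox9 had log2 ratios of 4.17, 3.44, 2.86 and 1.08 at 2M and missed the call by the minimum of 5 FPKM, while Ggt1 stood at 0.90. Of the oncofetal markers, Igfbp1, Afp, Igf2 and H19 were called in both, and Gas5 was not called at 2M, with a log2 ratio of -0.15. Golm1, Anxa2, Vim and Mmp14 of the HCC progression markers were called in both, while Plau, with a log2 ratio of 2.15 at 2M, missed the call there by the same minimum. In TPM, Sox4, Panx1, Itga6 and Plau passed it and were called at 2M. TPM raises every value, for Sox4 in the 2M HKO liver from 4.29 to 8.65, while the minimum stays at 5. The 97 genes that Supplementary Data 4 lists for all datasets were higher in both comparisons, and Spp1, Golm1 and Anxa2 were the markers among them.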

Significantly, overlapped genes among the three datasets also included progenitor markers, hepatic oncofetal markers and HCC progression markers. 

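Of the 642 genes that were lower in the 12M tumor, 214 were also lower in the 2M HKO liver. This is 33.3% of the genes lower in the tumor and 42.5% of the 504 genes lower at 2M. Of the genes with over 5 FPKM in at least 1 library of each comparison, 609 were lower in the tumor and 435 at 2M, and unrelated lists of these sizes would share 39.6, so that the shared genes were 5.41 times as many. Another 67 genes, 10.4% of those lower in the tumor, were higher at 2M. Slco1a1, an uptake transporter of hepatocytes, was lower in both, at -5.78 and -8.81.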

In the Venn diagram of down-regulated genes, the 12M tumors displayed a much higher overlap ratio of 44.5% to the LPCs, or 42.5% to the 2M HKO livers (Fig. 6f). Expectedly, those markers for mature hepatocytes or for tumor suppressors were identified in the overlaps. 

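Among the hepatocyte markers, Mup3, Igf1 and Acsl1 were lower both in the 12M tumor and in the 2M HKO liver. Igf1, which encodes insulin-like growth factor 1, had log2 ratios of -3.03 and -1.03. Tat, Cyp7a1, Apoa5, Pck1 and Cyp3a11 were lower in the tumor and not called at 2M, where their log2 ratios ran from -0.23 for Cyp7a1 to 0.99 for Tat. In TPM, Tat stood at 1.09 and was called higher at 2M, and Igf1, at -0.93, was not called. Of the tumor suppressors, the cytokine receptor gene Lifr stood at -1.11 and -2.64 and the transcription factor gene Foxa1 at -1.98 and -2.55. With a pseudocount of 1, Lifr stood at -0.99 in the tumor. Wfdc17 and Efemp1 were higher at 2M, at 2.04 and 1.80.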

The aggressive human HCC, which was associated with poor prognosis, also expressed oncofetal genes such as *IGF2*, *AFP*, *H19* or *IGFBF1* and HPC makers^9^. 

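Among progenitor and biliary markers listed before the data were examined, 10 of 20 measured genes were higher in the tumor than in non-tumor tissue and 3 were lower. Tspan8 had a log2 ratio of 4.67, whereas the biliary keratin genes Krt19 and Krt7 stood at -4.42 and -3.76. The median of the list was 1.14. The non-tumor tissue was itself raised for this list. Against the 12M Srsf2f/f liver, 15 of 17 measured genes were higher there, Krt7 among them, with a median of 1.90. The low ratio of Krt7 in the tumor is therefore taken against a raised level. At 2M, 20 of 21 measured genes of this list were higher, with a median of 3.09 and with Prom1 at 5.92. Of 12 measured fetal liver and oncofetal genes, 10 were higher in the tumor, with a median of 3.24, and 11 of 11 were higher at 2M, with a median of 5.36. Of the hepatocyte transcription factors, 13 of 16 lay between the thresholds in the tumor, with a median of -0.25, and Nr1i3 the lowest at -4.42. Matrix and stellate cell genes were higher with these groups, in 19 of 29 cases. By Sirius-Red staining, an unlike measure, the paper reports fibrosis in non-tumorous and not in tumorous sections. The progenitor and the fetal lists overlap with the markers the paper names. The paper states that its results are strong evidence for both a progenitor and an embryonic origin of the HCC in these mice.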

Taken together, all these results provided strong evidence that HCC developed on the Srsf2 HKO mice contains both HPC origin and embryonic origin.

### Highly activated Igf2 signaling was observed in the tumors

We next wanted to uncover the underlying mechanisms through which *Srsf2* deletion promoted HCC development in the context of chronic liver injury. 

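Igf2, a fetal growth factor gene, and H19, a noncoding RNA gene, are imprinted neighbours on chromosome 7 of GRCm38, from 142650768 to 142666816 and from 142575530 to 142578146, with 72621 bases between them. Igf2 stood at 534 FPKM in the tumor and 0.593 in non-tumor tissue, or 78274 and 85 fragments, a ratio of 901 with a 95% exact binomial interval of 728 to 1128. H19 stood at 8234 and 12.1 FPKM, a ratio of 683 with an interval of 641 to 728. With the pseudocount of 0.1 their log2 ratios, 9.59 and 9.40, were the highest among all tested genes. This order depends on the pseudocount, since several genes with few or no fragments in non-tumor tissue, Erich4 and Muc13 among them, have higher plain ratios. Of 12 measured imprinted genes, 9 were higher in the tumor and none was lower, with a median log2 ratio of 1.93 and with Peg3 at 3.58. With a pseudocount of 1, the ratio of Igf2 was 336.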

Dramatically, two oncofetal genes Igf2 and H19 were on the top of the most strongly up-regulated transcripts based on RNA-seq analysis of 12M tumors versus non-tumors (Table 1). Afp was also presented among these ten genes. qPCR confirmed that the relative cycles of Igf2 and H19 significantly decreased in the tumor compared with controls and non-tumor livers (Supplementary Data 2, 5, Fig. 7a).

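Afp, the alpha-fetoprotein gene, stood at 53.5 FPKM in the tumor and 1.45 in non-tumor tissue, a ratio of 36.8 with an interval of 30.4 to 45.0. It lies on chromosome 5 from 90490714 to 90508907. Csn3, a casein gene, had a ratio of 79.1, the carbonyl reductase gene Cbr3 40.9, and Mogat2, an enzyme of triglyceride synthesis, 40.4. The glutathione peroxidase gene Gpx2 had a ratio of 32.2, and the endothelial and leukocyte surface gene Ly6c1 28.5.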

**Table 1:** List of fold changes of the top 10 up-regulated genes revealed by RNA-seq analysis: tumor(T) vs non-tumor (N).

Gene Name	*N* (FPKM)	*T* (FPKM)	*T/N* (ratio)
Igf2	0.59	534.40	905.76
H19	12.06	8233.70	682.73
Csn3	1.10	86.90	79.00
Cbr3	2.72	111.10	40.85
Mogat2	1.40	56.50	40.36
Cxcr4	2.44	95.70	39.22
Afp	1.45	53.50	36.90
Gpx2	1.75	56.50	32.29
Ly6c1	2.03	58.00	28.57
Serpine1	2.53	67.80	26.80

**Fig. 7:**
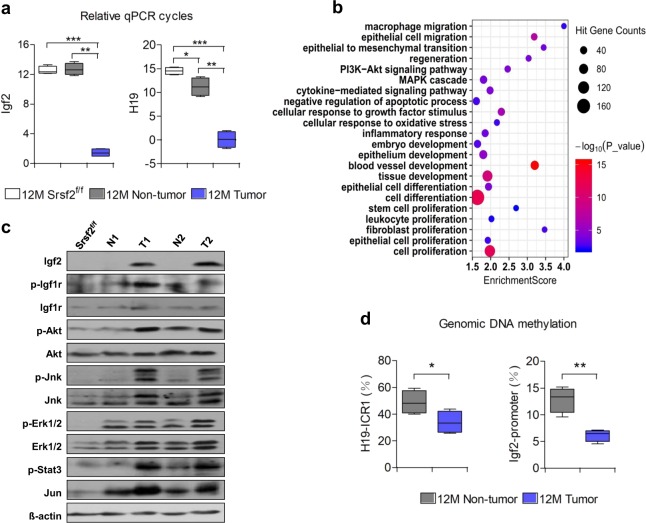
High levels of Igf2/H19 and activated pathways in the tumors. **a** Comparison of Igf2 and H19 mRNA levels in 12M Srsf2^f/f^, non-tumors or tumors of 12M mutant mice (*n* = 3). Note that qPCR cycles calculated as ΔCt values relative to the mean of β-actin. **c** Bubble diagram of potential pathways and biological processes based on Gene Ontology and KEGG analysis using the differentially expressed genes of 12M tumor versus non-tumors. **d** Igf2 and relevant pathways were activated in tumors of 12M mutant mice, addressed by western blotting analysis. Note that N for non-tumor and T for tumor; **e** Genomic CpG methylation ratios of H19 ICR1 and Igf2 P2 in 12M non-tumors and tumors (*n* = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. matched control by Student’s *t* test (**b**, **d**).

To explore whether high expression of Igf2 and dH19 was directly related with loss of Srsf2 proteins in the livers, we chose 3 time points to analyze their expression levels. As shown in Supplementary Fig. 7, levels of Igf2 and H19 were significantly decreased in the 2W HKO livers compared to controls when knockout livers went through massive cell death due to loss of Srsf2 proteins^19^. However, levels of Igf2 or H19 were observed to be up-regulated more than 20-fold or 10-fold, respectively, in the 1M HKO livers when they displayed compensatory hepatocyte proliferation but still no expression of Srsf2 proteins (also see Fig. 2c). Moreover, mRNA levels increased hundreds of times for Igf2, or thousands of times for H19 in the 2M HKO livers when they displayed HPC proliferation and recurrence of Srsf2 proteins (also see Fig. 3a). Thus, up-regulation of Igf2 and H19 was not directly connected with Srsf2 loss, instead closely related with liver regeneration in the Srsf2 knockout mice model, and this phenomena was consistent with previous literatures^10,27^.

IGF2 is an effective predictor of cancer risks as its over-expression occurred in many cancers and was associated with a poor prognosis^28^. IGF1 receptor (IGF1R) was thought to play a predominant role in the IGF2 signaling, which led to PI3K/AKT or MAPK/ERK pathway activation^28^. 

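Genes that respond to MAPK/Erk signaling were higher in the tumor than in non-tumor tissue in 15 of 22 measured cases, and 1 was lower. Their median log2 ratio was 1.21, above every matched random list. Ier3 stood at 4.06, the phosphatase genes Dusp4 and Dusp5 at 3.20 and 3.01, and Etv4 at 3.07. The components of the MAPK/Erk pathway had a median of 0.33, at percentile 74.6 of matched random lists, with 1 of 21 higher, Mapk3 at 1.71. The components of the PI3K/Akt pathway had a median of 0.20, at percentile 32.0, with 3 of 21 measured genes higher, among them Pik3r3 at 1.33 and Rictor at 1.03, which stood at 0.67 and 0.74 with a pseudocount of 1, and Rictor at 0.87 after rescaling by the median ratio. Of 16 measured insulin-like growth factor ligands, receptors and binding proteins, 8 were higher, including Igfbp3 at 5.30, and 2 were lower. In the same comparison 11 of 18 endothelial markers were higher, with a median of 1.55, and the medians of the matrix and stellate cell genes and of the red blood cell genes were 1.30 and 2.46. Transcript levels do not measure the phosphorylation of pathway proteins. The gene sets of the paper's enrichment analysis were not used here.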

Gene Ontology and KEGG analysis revealed that both MAPK cascade and PI3K/Akt signaling pathway were activated in the malignant tumors (Fig. 7b). We next wanted to examine the protein levels of Igf2 and its relevant pathway changes in the tumors (Supplementary Data 2, Supplementary Fig. 8). As shown in Fig. 7c, Igf2 was significantly up-regulated in the 12M tumors but undetectable in non-tumors and control livers. Consistent with high levels of Igf2, phosphorylated Igf1r proteins were also highly expressed in the tumors, indicating that Igf2/Igf1r signaling was activated. Meanwhile, phosphorylated proteins of Akt, Erk, Jnk or Stat3 were all increased in the tumors compared with non-tumors and controls. High levels of Jun proteins were also observed in the tumors. In summary, Igf2/Igf1r signaling and its subsequent activation of multiple signaling pathways facilitated tumorigenesis in the HKO livers.

The Igf2 was clustered with H19 on the chromosome 7 in mice controlled by an ICR located in the 5′-flank of H19 (Supplementary Fig. 9), which is a differentially methylated region^29,30^. As expected, the methylation level decreased nearly 30% in 12M tumors than non-tumors (Supplementary Data 1, Fig. 7d), which correlates with the elevated H19 levels. As IGF2 transcripts initiated from the fetal promoter were observed in human cancer cells^31^, the predicted CpG islands are also present in this promoter region. Fully in line with high levels of Igf2 in tumors, the methylation of the fetal promoter designated as P2, which harbors predicted CpG islands (Supplementary Fig. 6), significantly decreased to nearly half of the non-tumors (Supplementary Data 5, Fig. 7d). Taken together, demethylation-induced high expression of Igf2/H19, followed by activation of PI3K/Akt and MAPK/Erk signaling might contribute to the tumorigenesis of Srsf2 HKO mice.

## Discussion

In this study, we showed that when severe liver damage impaired hepatocyte turnover following Srsf2 deletion, HPCs were induced to proliferate and expand. This was closely related with HCC development in Srsf2 KO mice, as cells in HCC-bearing livers expressed both HPC markers and hepatocyte markers. The high levels of Igf2 and H19, together with multiple activated signaling pathways could further promoted HCC development.

Our results suggested that HPC activation, proliferation and expansion could be responsible for HCC development. First of all, inactivation of Srsf2 either in hepatocytes by Alb-Cre or in adult hepatocytes by Mx1-Cre triggered substantial P21 acceleration, which impaired hepatocyte replication that in turn could induce the activation of HPCs. Secondly, HPCs that were present in the parenchymal regions in HKO mice gained some features of hepatocytes. This was similar to the phenomena caused by the long-term DDC treatment^4^. Thirdly, tumors developed on the Srsf2 HKO mice were composed of cells bearing both HPC markers (A6 and Sox9) and hepatic markers (Hnf4α). Notably, gene expression profiling by RNA-seq analysis further revealed that tumor cells expressed both HPC markers and oncofetal markers, and similar gene signatures were also observed in HCC induced by hepatic deletion of *PR-SET7* in mice and in human aggressive HCC^9,10^. These findings strongly suggested that HPC expansion and possible transformation made tremendous contributions to HCC development in the Srsf2 HKO livers, even though we did not completely exclude that hepatocytes could also derive from pre-existing hepatocytes.

Human HCC comprises several distinct biological phenotypes with different prognosis, which may indicate a different cell of origin or activation of different oncogenic pathways during HCC development. In mouse models, inactivation of many genes has been reported to trigger HCC formation and development^10,20,32,33^. The common features among them were that liver cell damage, inflammation and fibrosis persisted in the early stages of HCC, which occurred during the onset of human tumorigenesis. In addition, no tumors were detected in the Srsf2^−/−^ mice following 11 months of polyI:C treatment (Supplementary Fig. 10), suggesting the requirement of chronic and extensive injury during the tumor development. Lineage tracing experiments suggested that HCC originates from hepatocytes instead from the biliary compartment^11^, and benign lesions of liver could originate from HPCs^12^. However, tumors induced by hepatic deletion of *Srsf2* or *PR-SET7* in mice suggested that HCC might result from HPCs, which seemed to be similar to that observed in human aggressive HCC.

The gene expression analysis showed that several embryonic genes were induced in the tumors of HKO mice, among which Igf2 and H19 were strongly up-regulated. IGF2 was up-regulated in hepatitis B virus-related HCC, and IGF2 methylation decreased during progression from cirrhosis to HCC^34,35^. Elevated levels of IGF2 was also observed in a large proportion of HCC through demethylation of its fetal promoter, which could accelerate formation of liver tumors in mice via activation of IGF1R signaling^36^. Based on research, IGF2 has been proposed as a potential driver in hepatocarcinogenesis, but the evidence is still missing. Therefore, it would be informative to test whether inhibition of Igf2 signaling could suppress tumor formation in the Srsf2 HKO mice model in the future.

In summary, we provided strong evidence that Srsf2 deletion triggered HPC-mediated regeneration and activation of Igf2 signaling pathway. These processes could be closely linked to the development of HCC in mice.

## Methods

### Animals and experiments

Srsf2^f/f^ mice (kindly provided by Dr. Fu XD) were crossed with Alb-Cre mice to generate Srsf2 HKO mice as described previously^13,19^. Srsf2^f/f^ mice were crossed with Mx1-Cre mice expressing Cre under the control of type I IFN-inducible Mx1 promotor^37^ to generate Srsf2^f/f^-Mx1cre mice. 10 to 12-week-old Srsf2^f/f^-Mx1cre mice were intraperitoneal injection with polyinosinic:polycytidylic acid (polyI:C, InvivoGen) to produce Srsf2^−/−^ mice. Srsf2^f/f^ mice were received equal amounts of polyI:C as controls.

To induce the chronic liver injury, Srsf2^f/f^ mice were fed with a standard chow diet containing 0.12% wt/wt 3,5-diethoxycarbonyl-1,4-dihydro-collidin (DDC) (Sigma) for 6 weeks or more. All experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Institute for Nutritional Sciences, Shanghai Institute for Biological Sciences, Chinese Academy of Sciences.

### Blood chemistry

ALT and AST were measured using commercial kits (Shanghai Shensuo UNF Medical Diagnostic Articles Co., Ltd.) following the manufacturer’s instructions.

### RNA extraction, cDNA synthesis, qPCR and western blotting analysis

RNA extraction, cDNA synthesis, qPCR and western blotting analysis were conducted as previously described^38,39^. Briefly, total RNA was extracted from livers using the Total RNA Isolation Reagent (Pufei, China, 3102-100). cDNA synthesis was performed using oligo (dT) priming and M-MLV Reverse Transcriptase according to the manufacturer’s instructions (Promega Corporation, Madison, WI). For qPCR analysis, quantification of all gene transcripts was carried out by real-time PCR using the TB Green^TM^ Premix ExTaq^TM^ kit (Takara, RR420A). β-Actin was used as control. For evaluation of Igf2 and H19 mRNA levels, their relative qPCR cycles were calculated as ΔCt values relative to the mean of β-actin. For detection of Srsf2 proteins in liver tissues, liver nuclear proteins were extracted using a commercial kit (KeyGen Biotech) following manufacturer’s instructions. Antibody lists and the sequences of primer sets were shown in Supplementary Data 2.

### Histochemistry, immunostaining and TUNEL assay

Collected livers were fixed with 4% paraformaldehyde for 4 h and dehydrated in gradient ethanol or 30% sucrose overnight, which were then embedded with paraffin or 22-oxacalcitriol, respectively. Paraffin sections were used for staining of HE, PAS, TUNEL assay, and immunohistochemical assay via detection of oxidized 3,30-diaminobenzidine substrate while frozen sections were used for staining of oil-red were performed as previously described^18,19^. Immunofluorescence on the paraffin tissues were carried out by standard procedure. Briefly, 5μm paraffin tissues were deparaffinized in xylol and rehydrated with gradient ethanol followed by antigenic retrieval through 98 °C water. Then the sections were treated with 0.3% hydrogen peroxide to eliminate the endogenous peroxidase activity followed by incubation with 1% and 5% goat serum, respectively. Immunostaining on frozen sections was conducted as previously described^40^.

### EdU assay

In vivo proliferation rate was determined using a Click-iT EdU Cell Proliferation Kit (C10337; Invitrogen). In brief, 1M Srsf2^f/f^ or HKO mice were intraperitoneally injected with EdU (3.5 μg/g body weight) and sacrificed 5 days later. EdU was detected using the Click-iT reaction cocktail according to the manufacturer’s instructions.

### RNA-seq data and GO/KEGG enrichment analysis

Total RNAs were extracted from livers of 2M Srsf2^f/f^, 2M HKO, 12M Srsf2^f/f^, 12M non-tumorous section or 12M tumorous section of mutant mice, which were used for cDNA library construction and paired-end reads sequencing. Statistical tests in differential gene expression analysis of corresponding pairs (i.e. 2M HKO versus 2M Srsf2^f/f^, 12M non-tumorous section versus 12M Srsf2^f/f^, and 12M tumorous section versus non-tumorous section) were performed by EBSeq R package^41^. Differentially expressed genes (DEGs) were selected with *p* value < 0.05, log_2_FC > 1 or < −1, and FPKM > 5 in at least one condition. Volcano plot showing dysregulated genes between the 12M tumors and non-tumors was generated using R programming. GO and KEGG enrichment analysis were performed on the DEGs using TBtools.

### Comparison of our RNA-seq data with published microarray and RNA-seq data

Based on microarray data of adult liver progenitor-enriched cells and depleted cells^26^ from NCBI GEO (GSE29121), we obtained differentially expressed probes using GEO2R tool^42^ and selected the probe with the lowest *p*-value to represent the corresponding gene. Subsequently, we compared the DEGs (*p* value < 0.05 and log_2_FC > 1 or < −1) from the microarray data^26^ with our RNA-seq DEGs to obtain overlapping up- and down-regulated genes.

### Genomic DNA isolation and methylation analysis

Genomic DNA was isolated from tumorous and non-tumorous liver sections of Srsf2^f/f^ or HKO mice using a commercial kit following manufactures’ instructions. To quantitatively assess DNA methylation levels in ICR of H19 or in fetal promoters of Igf2, we adopted bisulfite sequencing PCR (BSP) method as previously described^43^. In brief, 2 μg of genomic DNA was bisulfite converted using the EpiTect Bisulfite Kit (Qiagen), and target regions were amplified by PCR and cloned to the pMD^TM^18-T vector. Ten clones were randomly selected from each sample for sequencing, and the ratio of methylated CpG sites to total CpG sites was calculated.

### Statistics and reproducibility

Data are expressed as mean ± SD of the total number of independent experiments. Non-numerical data are shown as representative results of three independent experiments. Statistical analysis was performed by Student’s *t* test at a significance level of *P < 0.05, **P < 0.01, ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

## Data Availability

The RNA-seq data have been deposited to Gene Expression Omnibus (GEO) with accession number GSE130745.

# Supplementary material for: Loss of SRSF2 triggers hepatic progenitor cell activation and tumor development in mice
**Source:** Commun Biol. 2020 May 5;3:210. doi: 10.1038/s42003-020-0893-5
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

Description for Supplementary Data as follows:

Supplementary Data 1: source data for Fig. 1

Supplementary Data 2: lists of antibodies and primer sequences for Fig. 1-7

Supplementary Data 3: source data for Fig. 2, 3

Supplementary Data 4: source data for Fig. 6

Supplementary Data 5: source data for Fig. 7

How the deposited data were processed for this re-analysis (not part of the article)

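RNA from livers of 5 conditions was sequenced by the authors as paired-end libraries: Srsf2f/f and HKO at 2M, Srsf2f/f at 12M, and the non-tumor and tumor sections of a mutant liver at 12M. Each condition has 1 library, and the labels of the non-tumor and tumor sections carry the same animal number. The sample codes of the 12M group start with M13, and the age of 12 months that titles and paper give was used.

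The authors deposited FPKM, fragments scaled to gene length and library total, for 46095 gene records with their lengths and coordinates. The submitted processing notes name Bowtie 0.12.2 and GRCm38. The product of each value and the gene length is a whole multiple of 1 step per library, within 0.01, for 98.7% to 98.8% of values above 0. From this step, fragments and totals were worked back, at 34969834 fragments for the 2M Srsf2f/f liver, 36104176 for the 2M HKO liver, 35142289 for the 12M Srsf2f/f liver, 35310555 for non-tumor tissue and 36102895 for the tumor. Between 58.8% and 61.0% of counts from 2 to 21 are even, so some units may be reads of a pair counted separately, and intervals may then be too narrow. Coordinates are those of the deposited records, and 60.1% of 39897 genes named alike in RefSeq GRCm38.p6 have the same start and end there.

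Ratios were computed as log2 of FPKM with a pseudocount of 0.1 added. The fold rule of the paper's methods was applied without its p-value: a log2 ratio over 1 or under -1, and over 5 FPKM in at least 1 of the libraries compared. EBSeq, which the authors ran, was not repeated. The comparisons were tumor against non-tumor tissue, 2M HKO against 2M Srsf2f/f, non-tumor tissue and tumor against 12M Srsf2f/f, and 12M against 2M Srsf2f/f. A scaling shift was taken as the difference of the median ratio to the geometric mean over 9099 genes, and was 0.16, 0.25, 0.19, 0.35 and -0.04 in this order. Intervals for ratios are 95% exact binomial intervals on fragments, and a count of 0 was set to a floor of 3 fragments.

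Before the data were examined, 53 gene lists were fixed, and 4 were added afterwards. A member counted as measured with over 1 FPKM in at least 1 of the libraries compared, and as higher or lower past a log2 ratio of 1, without the minimum of 5 FPKM. Each list's median was set against 10000 random lists of the same size, matched in 20 bins of mean expression. Of the lists fixed beforehand, 14 of 53 had a median over 1 and 15 a median under -1 for tumor against non-tumor tissue, 26 and 3 at 2M, and 2 and 2 between the controls. The lists named in the text were chosen with their medians in view. Named genes follow a rule fixed beforehand: genes the paper names, the 10 highest and 10 lowest log2 ratios per comparison without predicted genes, up to 4 members of each list with the largest ratios, and Srsf2. The paper's Table 1 and gene lists had been seen by then. Some genes that the rule names are not reported. Chromosome medians used genes with a mean over 5 FPKM across the libraries.

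The rule was tested on simulated data. Both libraries were drawn with counting error from the counts of the 2M Srsf2f/f liver, with 200 genes changed per fold and direction in 1 of them. All 200 genes raised 4-fold and 83 of 200 raised 2-fold were called, and 1 of 3861 unchanged genes. This covers counting error, not variation between animals. Alternatives covered the pseudocount, the FPKM minimum, the scaling, predicted genes and the members of lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The microarray data, the enrichment analysis and the qPCR, protein and methylation measurements were not analysed here.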

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

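The tests of a female animal, of fewer hepatocytes and of macrophages or B cells were chosen after their results had been seen, and the 5 chromosomes and the minimum of expression used for them were picked after a first look at the medians of all chromosomes. The screen of gene lists, with its minimum of 5 measured genes and its choice of lists outside the paper's topics, was also set after the medians had been seen.

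Genes of several chromosomes were shifted together between tumor and non-tumor tissue, which the paper does not report: for 17 of 20 chromosomes, the median log2 ratio of the genes lay farther from that of all 6492 genes than for any chromosome between the control livers, where the largest distance was 0.06, and for 14 of 20 farther than for any between non-tumor tissue and the 12M control, where it was 0.15. The distance was 0.69 for chromosome 15, 0.65 for 16 and 0.45 for 17, and -0.76 for 13 and -0.75 for X. Without genes past a log2 ratio of 1 the smallest of the 5 distances was still 0.38. A few strongly changed genes can hardly move medians of 145 or more genes, so this outcome was nearly fixed and decides nothing. On these chromosomes 79.5% to 90.0% of the genes lay on the chromosome's side. Expression level and gene length are argued against by matched random sets, of which 0 of 10000 reached 0.45, the smallest distance. This assumes that genes vary independently. Along these chromosomes, windows of 10 Mb with at least 10 genes were examined, and stretches with fewer genes were left out. In 97.6% of 41 such windows the median lay on the chromosome's side, the exception being the first window of chromosome 15 at -0.10. Gain or loss of whole chromosomes in the tumor would give this, a hypothesis found and tested on the same library. For X, Xist at 0 FPKM and 4 Y chromosome genes at a median of 5.27 FPKM in the tumor point to a male animal. Loss of its only X in all cells would leave no X transcripts. A distance of -0.75 would then need loss in part of the cells or copies, which was not tested. DNA was not measured, and smaller distances of 0.27 for chromosome 7, where Igf2 and H19 lie, and -0.33 for chromosome 9 were left out of the tests.

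The MHC class II genes, which present antigen, were higher in the tumor than in non-tumor tissue in 7 of 7 cases, with a median log2 ratio of 2.78 and with H2-Aa at 4.58. Macrophage and B cell markers together had a median of -0.25 over 23 measured genes. Their upper quartile of 0.66 lay below the lower quartile of 1.73 of the class II genes. Since 19 of the measured genes mark macrophages and Kupffer cells, this argues against a rise of those cells as a whole and leaves subsets open. The 4 measured B cell markers are too few to decide on B cells. More dendritic cells cannot be told apart from other sources, since 2 of 12 markers were measured, with a median of 1.21. A response to interferon gamma stays open as well, with a median of 0.64 over 16 measured genes, between the values of 1 and 0.5 set for and against it, and of 0.47 after rescaling by the median ratio, below the latter by less than the spread of the genes, whose quartiles before rescaling were 0.06 and 0.93. The biological difference between tumor and non-tumor tissue was not tested further.

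At 2M the male-biased liver genes were lower in the HKO liver in 15 of 15 cases, with a median of -4.64, while of 12 measured female-biased genes 7 were higher and 2 lower, with a median of 1.85. A female animal is argued against by the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty, whose median was 4.31 FPKM in the HKO liver and 2.78 in its control. Fewer hepatocytes as the only source of this fall are argued against by the plasma protein genes, whose median lay 4.35 above that of the male-biased genes. A smaller share of hepatocytes beside another change is left open, since the median of the cytochrome P450 genes was -1.56. The genotype, with the liver injury it brings, remains open and was not tested. In the 12M non-tumor section 4 of 6 measured female-biased genes were lower than in the 12M control and 1 was higher, with a median of -2.31. Of the male-biased genes 4 of 15 were lower and 1 was higher, with a median of -0.23. Age, animal and tissue piece all differ from the 2M comparison, so the source of this difference cannot be told and was not tested.

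Of 23 gene lists outside the paper's topics with at least 5 measured genes, 15 had a median log2 ratio past 1 in size between tumor and non-tumor tissue and past that between the controls. Besides the class II genes these were endothelial cell markers at 1.55, red blood cell genes at 2.46 and bile acid efflux genes at 2.52. Several of the lists that were lower hold functions of mature hepatocytes, whose markers the paper reports as lower in the tumors. Those lists are not separate from that result. The lower lists were adipocyte markers at -1.05, urea cycle genes at -1.14, cytochrome P450 genes at -1.14, periportal genes at -1.17 and female-biased genes at -1.27. Further down were fatty acid synthesis genes at -1.84, bile acid synthesis and transport genes at -1.91, male-biased genes at -2.18 and cholesterol synthesis genes at -2.55. Lowest were pericentral genes at -3.30 and the major urinary protein genes, some of them near-identical paralogs, at -6.29. At 2M, 10 of 21 such lists passed, among them neutrophil markers at 4.74, bile acid efflux genes at 2.97, genes of epithelial to mesenchymal transition at 2.61, NRF2 target genes at 1.79, red blood cell genes at 1.64, cholesterol synthesis genes at 1.36, cytochrome P450 genes at -1.56 and major urinary protein genes at -7.55. Between non-tumor tissue and the 12M control, whose results the paper's text does not give, 510 genes passed the fold rule, against 274 between the controls. The tumor held 78 genes with over 5 FPKM that were under 1 FPKM in the other libraries, against 21 such genes in the 2M HKO liver, 1 in non-tumor tissue and 0 in each control.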

How the results depend on the processing

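Each result was recomputed with 1 choice changed at a time. The alternatives were fixed before the data were examined, except those for the log2 ratios of single named genes, for the calls of the markers of Fig. 6 and for the chromosome medians, which were added afterwards. The 50 combinations of list and comparison named in the text were chosen with the medians in view. Over all lists fixed beforehand and all comparisons, 1964 of 2093 recomputed medians stayed within 1.5-fold of the first value, 129 moved by more, and none of those past a log2 ratio of 1 changed sign. Of 100 recomputed counts of genes 71 stayed within 1.5-fold, of 40 shares 39, and of 50 recomputed ratios of Table 1 45. Of 214 recomputed log2 ratios of named genes 164 did so, and no called gene changed direction. No gene symbol occurs more than once, so the alternative for repeated symbols moves nothing and says nothing about stability. The tallies of medians, counts, shares and Table 1 ratios above still include its values as unmoved. No paired analysis was possible because each condition has 1 library. The share of tumor genes also higher at 2M ran from 30.1% to 46.0%, and that of genes also lower from 24.3% to 37.2%.

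A minimum of 1 FPKM in place of 5 tests more genes and gave 2433 higher and 1052 lower genes for tumor against non-tumor tissue, 3041 higher for the 2M HKO liver against its control, 1172 and 264 for non-tumor tissue against the 12M control, 3764 and 1094 for the tumor against that control, and 369 and 288 between the controls. With no minimum these were 3884 and 1867, 4922 higher and 1253 lower at 2M, 2570 and 730, 5799 and 1758, and 1068 and 808. With a minimum of 10 FPKM fewer genes are tested, and 894, 799, 228 and 1331 genes were higher in the first 4 of these comparisons, with 66.1% of the genes that the paper lists as up-regulated past the threshold. Rescaling by the median ratio gave 175 lower genes for non-tumor tissue, and 1371 higher and 1136 lower for the tumor, against the 12M control. Under this scaling the genes that were higher made up 56.2% of those called for tumor against non-tumor tissue, in place of 67.8%, 58.2% in place of 73.3% at 2M, 63.5% in place of 78.0% for non-tumor tissue and 54.7% in place of 74.2% for the tumor against the 12M control. Rescaling to TPM gave 2386 higher genes at 2M, and 770 and 3159 for non-tumor tissue and tumor against the 12M control. FPKM summed to 495688 to 533528 per library, so TPM raises every value and more genes pass the unchanged minimum of 5.

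Among list medians for tumor against non-tumor tissue, a pseudocount of 1 gave 1.88 for fetal liver genes, -4.55 for major urinary protein genes, -1.70 for pericentral genes and 1.40 for MHC class II genes. At 2M it gave 1.89 for progenitor and biliary markers, 2.81 for fetal liver genes, 2.51 for neutrophil markers, 2.41 for cell cycle genes, -4.72 for major urinary protein genes, 1.04 for female-biased genes, 1.91 for bile acid efflux genes and 1.30 for genes of epithelial to mesenchymal transition. For non-tumor tissue against its control it gave -1.53 for female-biased genes and 1.04 for progenitor and biliary markers. The ratios in Table 1 became 336 for Igf2, 41.9 for Csn3, 24.0 for Mogat2, 22.2 for Afp and 20.9 for Gpx2. A pseudocount of 0.01 gave -8.31 for major urinary protein genes and -4.34 for pericentral genes in the tumor, and 6.10 for fetal liver genes, 5.64 for neutrophil markers and -8.70 for major urinary protein genes at 2M. With members above 5 FPKM alone, the tumor medians were 1.80 for progenitor and biliary markers, 4.01 for fetal liver genes, -7.07 for major urinary protein genes and 3.58 for MHC class II genes. The 2M medians were then 5.93 for neutrophil markers, 3.41 for female-biased genes and 2.36 for bile acid efflux genes, and that of female-biased genes in non-tumor tissue was -1.60. With all members in the file, unexpressed ones included, the tumor medians were 1.30 for fetal liver genes, 0.79 for imprinted genes, 1.35 for bile acid efflux genes, -0.0927 for adipocyte markers and -0.52 for female-biased genes. The 2M medians were 2.27 for fetal liver genes and 2.15 for bile acid efflux genes, and that of female-biased genes in non-tumor tissue was -0.33. In TPM the medians were -6.93 for major urinary protein genes in the tumor, and 6.05 for fetal liver genes, 5.59 for neutrophil markers and -8.15 for major urinary protein genes at 2M. The number of tested genes differs by construction with the filters and in TPM, where the pseudocount of 0.1 also weighs less. Other causes were not tested. The minimum of the chromosome medians was also set to a mean over 1 FPKM. Another setting took over 1 FPKM in both libraries and over 5 FPKM in at least 1 of the 5. All 5 chromosomes kept their direction, and the distance of chromosome 17, the smallest, was 0.39 and 0.42. Of the windows, 100% of 51 and 97.8% of 46 lay on the chromosome's side, the exception being a window of X at 0.52. Depth limits the folds of genes near 0, and single libraries limit every result to these tissue pieces.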

Differences from the paper's values

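No value that the paper states for these measures lay more than 1.5-fold from the value computed with the first choice of settings. The counts of genes higher and lower in the tumor matched the lengths of the paper's lists, 1352 and 642, at the thresholds the paper states but without its p-values. Of the listed up-regulated genes, 1349 were found by name, and the other 3 entries are calendar dates in the supplementary table, while Sept1, Sept8 and Sept11 were the called genes absent from it.

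The paper gives 42.5% as the overlap of down-regulated genes in the tumors with the 2M HKO livers. The shared 214 genes are 33.3% of the genes lower in the tumor and 42.5% of those lower at 2M, and the paper's share for up-regulated genes, 34.6%, is taken of the genes higher in the tumor. In Table 1 the paper lists Igf2 first among the most up-regulated genes. By plain ratio, among 1197 genes with at least the lowest tumor level of that table and a value above 0 in non-tumor tissue, Naaladl1 came first with 1432 (95% exact binomial interval 559 to 5258, on 4 fragments in non-tumor tissue), and Igf2 and H19 followed. Igfbp3 with 39.7 and Wfdc2 with 36.4 also lay within the range of the table and are not in it. With a pseudocount of 0.1, Igf2 and H19 ranked first and second.

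The paper's figure places Hdac3 with the suppressor genes lower in the tumors. Its log2 ratio was 0.72, and 0.69 with a pseudocount of 1 and 0.56 after rescaling by the median ratio, so none of these settings called it lower, while the other 6 of 7 suppressors were lower.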

Other observations

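The test of gut tissue was chosen before its result was seen, and the tests of counting error and the genes named here after.

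Of 18 endothelial markers, 11 were higher in the tumor than in non-tumor tissue and 4 were lower. The lowest ratios were those of Clec4g and Oit3, which stood at 18.3 and 7.90 FPKM in non-tumor tissue and at 0.224 and 0.0510 in the tumor, and the highest those of Cd34 and Emcn, which stood at 5.89 and 3.51 in non-tumor tissue and at 99.8 and 44.0 in the tumor. The Kupffer cell genes Cd5l and Vsig4 had log2 ratios of -6.54 and -6.24, and 7 of 19 measured macrophage and Kupffer cell markers were lower and 3 higher. The basement membrane genes Col4a1 and Col4a2 were higher, at 3.65 and 3.66.

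Of 21 cholesterol synthesis genes, 20 were lower in the tumor than in non-tumor tissue, and 12 were higher in non-tumor tissue than in the 12M control, with a median of 1.07. These comparisons share the non-tumor library. Between the tumor and the 12M control, 15 of 21 were lower, with a median of -1.35. The pericentral genes Slc1a2 and Oat were lower in the tumor, at -6.79 and -5.76, and the urea cycle gene Ass1 stood at -1.93. In non-tumor tissue against the 12M control, 15 of 17 measured progenitor and biliary markers were higher, with a median of 1.90 and with Krt7 at 3.79, and 24 of 28 genes of the extracellular matrix, with a median of 1.99. Tff3, a secreted epithelial peptide, had the highest log2 ratio there, 7.07. Cell cycle genes had a median of 0.65 between tumor and non-tumor tissue, with 7 of 22 higher.

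The genes seen in the tumor alone include Muc13, a mucin of gut epithelium, so a candidate explanation was gut tissue in the sample. The markers of gut epithelium listed for the test had a median of 0 FPKM in the tumor, with 4 of 14 above 1 FPKM, of which Vil1 stood at 37.2 and Fabp2 at 17.9, and the liver expresses Fabp2 too, at 48.3 in non-tumor tissue. This argues against gut tissue as the source. Counting error was tested by the fragments per gene in the tumor, a median of 834, and then by the genes that pass the same rule in each control library, 0, but the minimum of 5 FPKM fixed both outcomes, so neither test decides anything. Stomach markers, added at the same time, had 2 of 10 genes measured and a median log2 ratio of 3.71, which decides nothing.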
